A study of Mus musculus with 3 samples. Its data were reported in "Involution of brown adipose tissue through a Syntaxin 4 dependent pyroptosis pathway" (2024).

How the data were processed

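Nuclei of mouse interscapular brown adipose tissue were sequenced with droplet 3' chemistry, with 1 library from each of the ages 2, 12 and 24 months. How the mice were divided among the libraries is not given in the sources used here. The deposited values are UMI counts per gene and barcode, made by the authors with Cell Ranger on the mm10 genome, and the file headers name version 7.0.1, while the methods of the paper name an earlier version. The authors forced each library to 10000 barcodes. Whether reads in introns were counted is not stated, and most RNA of a nucleus is unspliced. The files list 32285 genes, and 99.6% of their gene identifiers are in the mm10 gene annotation used here for positions. No column of per-sample values was left out.

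Barcodes with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs were kept, which removed 0, 1 and 2 barcodes at 2, 12 and 24 months. A filter of 200 to 2000 UMIs and 100 to 3000 genes was planned as the main one if it left at least 80% of barcodes. It left 29.1%, so it was kept as an alternative. Doublets were scored in each library with the Scrublet method in scanpy 1.11.5 (anndata 0.12.19). Its own threshold called 0 doublets in every library, which means that the caller had not worked, and none was removed.

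The libraries were normalised with sctransform 0.4.2 and integrated with reciprocal PCA anchors in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5), with 3000 features, 30 principal components and a cluster resolution of 0.3. Genes of the 21 compared lists were left out of the features, so that clusters were not drawn on the genes compared. This gave 14 clusters. A cluster was named for a class other than adipocytes if at least 3 markers and 40% of a fixed marker list, of 15 lists, stood at 4 times the median cluster or more and were seen in at least 5% of its nuclei, and if its 10 leading genes named no other class as often. It was named adipocyte-like if at least 9 of 12 adipocyte markers stood above the median of the other named clusters. A cluster of low depth whose leading genes held none of those 12 markers, which do not include Ucp1, was left unnamed. This gave 7 adipocyte-like clusters and 3 unnamed ones, which held 0.360%, 1.59% and 30.6% of nuclei at 2, 12 and 24 months.

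The rule that a leading gene be seen in at least 10% of a cluster's nuclei was set after the data had been seen. Without it cluster 6, with 16.2%, 0.570% and 1.76% of nuclei at 2, 12 and 24 months, was named skeletal muscle for Ttn, which 1.13% of its nuclei held at 355 CPM over the cluster. An alternative leaves that cluster out.

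Counts were summed over the nuclei of a class in each library and divided by the class total (CPM). With 1 library per age no test was possible, and no p-value is given. Intervals at the 95% level are exact Poisson intervals for a level, exact binomial ones for a share and for the ratio of 2 levels. A gene with 0 UMIs was given a floor of 3 counts. The Ucp1-low class was the adipocyte-like clusters with under 50% of the Ucp1 CPM of the adipocyte-like cluster holding the most 2-month nuclei. The share of nuclei with 0 Ucp1 UMIs was taken after drawing 500 UMIs from each nucleus at random.

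The 21 lists, fixed before the data were examined, were brown adipocyte markers of the study, pyroptosis genes of the study, other pyroptosis and inflammasome genes, apoptosis and necroptosis, ferroptosis, syntaxin 4 and vesicle fusion genes of glucose transporter traffic, thermogenesis and adrenergic genes, nuclear genes of oxidative phosphorylation, the mitochondrial genome, fatty acid oxidation, de novo lipogenesis, triglyceride storage and lipolysis, glycolysis and glucose uptake, branched-chain amino acid breakdown, circadian clock, immediate early and heat shock genes, senescence and p53 targets, interferon response and antigen presentation, integrated stress and unfolded protein response, extracellular matrix and white adipocyte markers. A member was measured with at least 10 UMIs in the 2 libraries together. Each list's median log2 ratio was placed among 10000 random lists, each member being replaced by a gene of similar expression.

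Genes named in the text follow a fixed rule. They are members of the lists, and in adipocyte-like nuclei the 10 genes with the highest and the 10 with the lowest ratio at 12 and at 24 months. Only genes of at least 20 CPM in 1 of the 2 libraries and 10 UMIs together were eligible, 6130 at 12 months and 6181 at 24 months, without predicted and mitochondrial genes. In other classes with at least 100 nuclei in each library the number was 5. The 10 genes highest in Ucp1-low over Ucp1-high nuclei are given as the genes that define the cluster. Some genes that meet the rule are not reported here. Macrophage-like nuclei, 30 of them at 2 months, fell short of the minimum. Pericyte- and smooth muscle-like nuclei (255, 253 and 194 at 2, 12 and 24 months) met it, but their genes are not reported here.

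The scripts (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, figures with matplotlib 3.10.9) were tested on simulated data drawn from the real means and depths, with 200 genes altered. Such data hold counting error only, so the intervals were not tested for RNA clumped in few nuclei, as for Ttn. For 24 against 2 months (16794 genes), the interval held the true ratio for 95.8% of unaltered genes and excluded 1 for 67.2%, 87.9% and 93.8% of genes altered 1.5-, 2- and 4-fold. For 12 against 2 months (17230 genes) these were 95.7% and 78.1%, 85.5% and 96.9%. A list of 12 genes raised 1.5-fold stood at percentile 100 in both, and of 100 unaltered lists 3% and 6% lay outside percentiles 2.5 to 97.5 at 24 and 12 months.

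The alternatives tried were the narrower filter, a minimum of 1000 UMIs, list genes kept among the features, no integration, canonical correlation anchors, resolutions of 0.1 and 0.6, other thresholds of the Ucp1-low call, scaling with edgeR 4.0.16 (TMM) and DESeq2 1.42.0 (median of ratios), totals without mitochondrial genes, the mean of each nucleus's own share, no minimum of UMIs for list members, and thinning to 1000 UMIs or none. Added after the data had been seen were the removal of the 8% of nuclei with the highest doublet scores, cluster 6 left out, and cluster 3 added to the adipocyte-like class. RNA velocity needs spliced and unspliced counts and was not analysed here.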

Results

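Single-nuclei RNA sequencing was done on mouse interscapular brown adipose tissue (iBAT), the fat depot between the shoulder blades that burns fuel to make heat. The groups were mice of 2, 12 and 24 months of age, with 1 library per age. Each value therefore has no replicate behind it and no test between ages was made. The intervals in parentheses are exact 95% intervals of counting error only, and differences between animals or preparations are not covered by them. Each library held 10000 barcodes. The totals were 28977002 UMIs (unique molecular identifiers, 1 per captured RNA molecule) at 2 months, 45819738 at 12 months and 37135296 at 24 months. The median barcode held 2419, 3661.5 and 2634 UMIs and 1359, 1803 and 1436 genes. In the 24-month library 31.45% of barcodes had fewer than 1000 UMIs, and neither younger library had any. The filter used here kept 29997 of 30000 barcodes. A filter of 200 to 2000 UMIs and 100 to 3000 genes left 8716 barcodes, of which 3095, 1410 and 4211 came from the 2-, 12- and 24-month libraries.

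The first question was which cell classes made up the tissue at each age. Adipocyte-like nuclei made up 93.3% (92.8 to 93.8) of nuclei at 2 months, 88.5% (87.8 to 89.1) at 12 months and 59.6% (58.6 to 60.5) at 24 months. Macrophage-like nuclei were 0.30% (0.203 to 0.428), 1.69% (1.45 to 1.96) and 1.79% (1.54 to 2.07). Fibroblast- and progenitor-like nuclei, the stromal cells that include adipocyte precursors, were 1.39% (1.17 to 1.64), 2.92% (2.60 to 3.27) and 3.66% (3.30 to 4.05). Endothelial-like nuclei were 2.10%, 2.80% and 2.41%, and pericyte- and smooth muscle-like nuclei were 2.55%, 2.53% and 1.94%. Under the filter of 200 to 2000 UMIs the 12-month shares were 8.09% endothelial-like, 6.31% pericyte-like, 5.53% fibroblast-like and 3.12% macrophage-like, and at 24 months 4.65% were endothelial-like and 3.13% macrophage-like. The low adipocyte share at 24 months came with a cluster of low-UMI barcodes, cluster 3, which held 30.1% (29.2 to 31.0) of that library and 0.210% and 0.270% of the younger ones. Its 24-month barcodes had a median of 632 UMIs. It was left unnamed for its low depth, although Ucp1 was among its leading genes, and it had as much adipocyte marker RNA for its UMIs (26459 CPM, the unit for UMI counts scaled to a fixed class total) as the 24-month adipocyte-like nuclei (24194 CPM).

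With cluster 3 out of the denominator, adipocyte-like nuclei were 93.5%, 88.7% and 85.2% of nuclei at 2, 12 and 24 months. Macrophage-like nuclei were then 0.301%, 1.69% and 2.56%, fibroblast- and progenitor-like nuclei 1.39%, 2.93% and 5.23%, and endothelial-like nuclei 2.10%, 2.81% and 3.45%. Nuclei had been homogenised to favour adipocyte nuclei and then sorted with a MoFlo instrument under a gating strategy, and each library had been forced to 10000 barcodes. Either step can set these shares. Canonical correlation anchors placed 89.47% of the 24-month nuclei in adipocyte-like clusters.

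**Figure D1:**
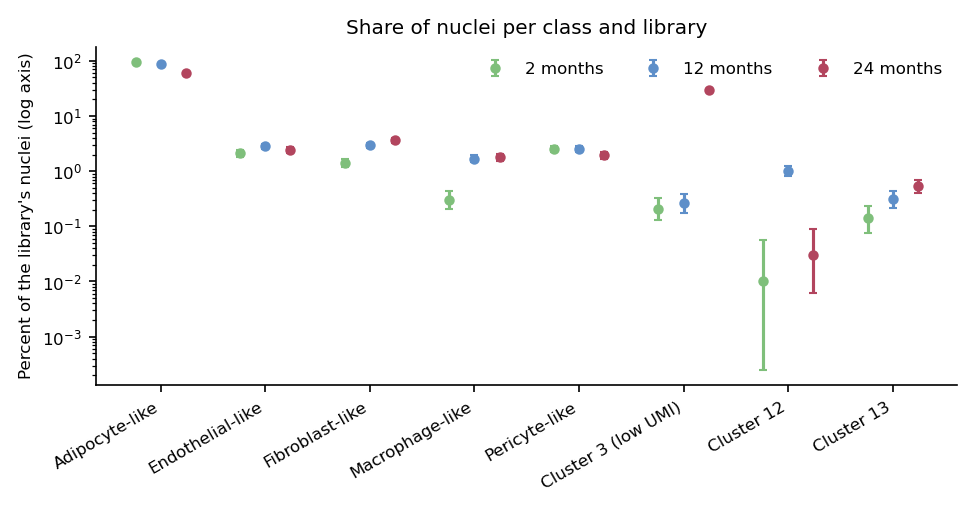
Percent of each library's nuclei (log axis) in each class or unnamed cluster at 2, 12 and 24 months, with exact 95% binomial intervals as bars (counting error only, 1 library per age). Cluster 3 held 30.1% of the 24-month library, and macrophage-like nuclei were 0.30% at 2 months against 1.79% at 24 months.

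The next question was whether adipocytes low in Ucp1 gained ground with age. Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452, mm10) encodes uncoupling protein 1, which lets brown fat mitochondria release energy as heat. A Ucp1-low adipocyte cluster was most abundant at 2 months. The cluster that met the definition, cluster 4, held 23.6% (22.7 to 24.4) of adipocyte-like nuclei at 2 months, 0.486% (0.352 to 0.654) at 12 months and 1.09% (0.843 to 1.39) at 24 months. Of all nuclei it held 22.0%, 0.430% and 0.650%. Its Ucp1 level over the 3 libraries was 329 CPM, 45.1% of that in the adipocyte cluster holding the most 2-month nuclei. Because 95.3% of cluster 4 came from 1 library, it cannot be read as a cell type: a cluster mostly of 1 library can be that library. The age order and the class itself depended on the processing: with canonical correlation anchors the share was 0.727% at 2 months and 1.17% at 12 months, and without integration no cluster met the definition. None met it either at cluster resolutions of 0.1 and 0.6, with the compared genes kept among the integration features, or at a lower Ucp1 threshold.

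Ucp1 itself was higher in the older libraries. Summed over adipocyte-like nuclei it was 454 CPM (446 to 462) at 2 months, 698 CPM (690 to 706) at 12 months and 1735 CPM (1721 to 1750) at 24 months. These are ratios to 2 months of 1.54 (1.505 to 1.57) and 3.82 (3.75 to 3.90). With every nucleus thinned to 500 UMIs, the share of adipocyte-like nuclei with 0 Ucp1 UMIs was 80.9% (80.1 to 81.7), 72.7% (71.7 to 73.6) and 45.2% (43.9 to 46.5), and no nucleus was too shallow to be thinned. Unthinned, the shares were 41.8%, 19.2% and 3.84% at median depths of 2435, 3806 and 4290 UMIs. Nuclei of other named classes, which do not make UCP1, gave thinned shares of 84.9%, 83.8% and 69.6% and unthinned shares of 50.8%, 45.3% and 30.5% at median depths of 2196, 2462 and 1805 UMIs. Ucp1 in those classes was 335, 442 and 1080 CPM, so adipocyte RNA was present in every class and was richer in Ucp1 at 24 months.

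Different clusters held the adipocyte-like nuclei of the young and old libraries. Of the 2-month adipocyte-like nuclei, 95.3% lay in clusters 2, 4, 5 and 6, which came mostly from that library, against 3.45% at 12 months and 10.1% at 24 months. Most older nuclei lay in cluster 0 (5089 and 3281 nuclei) and cluster 1 (3314 and 1941 nuclei). All values for adipocyte-like nuclei below compare these clusters as well as ages.

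**Figure D2:**
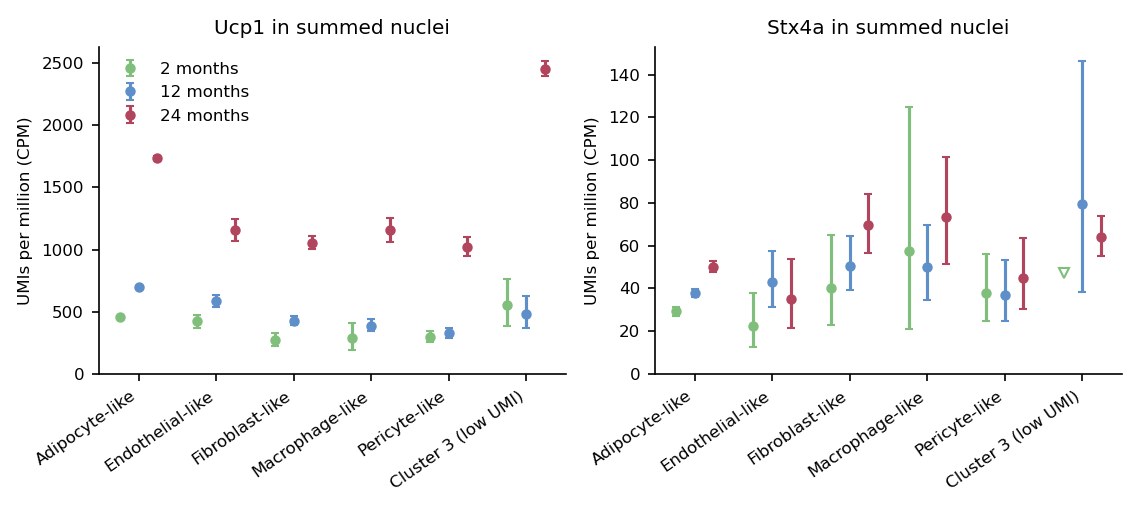
CPM of Ucp1 (left) and Stx4a (right) summed over the nuclei of each class at 2, 12 and 24 months, with exact 95% Poisson intervals as bars and an open triangle, where drawn, for the floor of 3 counts at 0 UMIs. Ucp1 in adipocyte-like nuclei was 454, 698 and 1735 CPM, and it was also higher at 24 months in the other classes.

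The main question of the design was which genes differed in brown adipocytes between ages. At 24 months adipocyte-like nuclei had more RNA for genes of heat production, glucose use and fat synthesis than at 2 months, together with much more RNA of immediate early genes. Of 26 measured thermogenesis and adrenergic genes, 21 were higher and 5 lower, with a median log2 ratio of 0.75. Dio2, the deiodinase that makes active thyroid hormone, was 12.4-fold higher (11.4 to 13.5), the calcium channel gene Ryr2 11.3-fold (10.4 to 12.2), the fatty acid elongase gene Elovl3 8.66-fold (7.33 to 10.3) and Gk, glycerol kinase, 7.47-fold (7.25 to 7.69). Of 21 genes of glycolysis and glucose uptake 17 were higher (median 0.72), with hexokinase genes Hk1 and Hk2 at 6.46-fold (5.87 to 7.12) and 3.16-fold (3.10 to 3.24). Of 15 genes of de novo lipogenesis 12 were higher (median 0.66), among them Me1 at 7.85-fold (7.54 to 8.16), Acly at 3.24-fold (3.17 to 3.31) and Fasn, fatty acid synthase, at 2.16-fold (2.12 to 2.20). In the same nuclei the sum of 12 adipocyte markers had a ratio of 0.990 (0.987 to 0.993) and Adipoq, adiponectin, of 0.497 (0.473 to 0.522), while markers of endothelial cells and of red blood cells had ratios of 2.03 (1.95 to 2.11) and 2.35 (1.97 to 2.81) and those of fibroblasts and progenitors of 0.566 (0.537 to 0.598). The RNA of the whole thermogenesis list had a ratio of 1.46 in adipocyte-like nuclei, 1.34 in pericyte-like, 1.31 in fibroblast-like, 1.22 in endothelial-like and 1.03 in macrophage-like nuclei.

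Genes of triglyceride storage and lipolysis were also mostly higher at 24 months, 17 of 20, with a median log2 ratio of 0.60. The lipid droplet gene Plin2 was 2.99-fold higher (2.93 to 3.06) and Abhd5, the activator of the first lipase step, 3.10-fold higher (2.90 to 3.31). Of 14 measured immediate early and heat shock genes 13 were higher (median 2.68). Egr1 was 33.3-fold higher (23.5 to 49.0), Fosb 23.2-fold (6.12 to 197), Atf3 13.9-fold (8.40 to 24.7) and Nr4a1 9.67-fold (9.10 to 10.3). Of 9 ferroptosis genes 7 were higher (median 0.65). They included the cystine carrier gene Slc7a11 at 8.64-fold (6.56 to 11.6), while Gpx4, the enzyme that detoxifies lipid peroxides, had a ratio of 0.679 (0.647 to 0.712). Of 17 genes of the integrated stress and unfolded protein response 12 were higher (median 0.64), for example Sesn2 at 3.48-fold (3.03 to 4.002) and the chaperone gene Hspa5 at 3.31-fold (3.02 to 3.63). The brown adipocyte markers taken from the study of these samples were higher for 6 of 10 (median 0.73), which is not independent evidence of their direction. Cidea, Cox8b, Cox7a1 and Mtus1 were the lower 4, with ratios of 0.931, 0.989, 0.892 and 0.746.

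White adipocyte markers had a median of 0.51, with 7 of 10 higher. The pyroptosis lists are given with the pyroptosis genes below, and the remaining lists showed little shift or were lower at 24 months. The 13 genes of the mitochondrial genome were all lower, with a median log2 ratio of -0.62, but the median was 1.64 under the filter of 200 to 2000 UMIs and 0.23 when each nucleus had the same weight. Apoptosis and necroptosis genes were lower for 10 of 16 (median -0.38), for example Bcl2l11 with a ratio of 0.171 (0.134 to 0.216), and senescence and p53 targets for 8 of 11 (median -0.33). In the latter list Cdkn1a, the p21 cell cycle inhibitor, had a ratio of 0.373 (0.317 to 0.439). The 37 nuclear genes of oxidative phosphorylation had a median of -0.03, with 16 higher and 21 lower. Fatty acid oxidation (0.12), branched-chain amino acid breakdown (-0.01), extracellular matrix (0.07, but 1.31 under the filter of 200 to 2000 UMIs), interferon response and antigen presentation (0.04), circadian clock (0.19) and genes around syntaxin 4 and vesicle fusion (0.05) had medians below 0.20 in size.

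At 12 months the lists on heat production and fat storage and the immediate early genes were again higher than at 2 months, while lipogenesis had members on both sides. Thermogenesis and adrenergic genes were higher for 20 of 25 (median log2 ratio 0.58), triglyceride storage for 13 of 20 (0.52), glycolysis and glucose uptake for 16 of 21 (0.39) and circadian clock genes for 10 of 16 (0.48). In the same nuclei endothelial markers had a ratio of 2.17, red blood cell markers of 3.28, fibroblast and progenitor markers of 0.474 and Adipoq of 0.446. The RNA of the whole thermogenesis list had a ratio of 0.954 in macrophage-like and 1.21 in pericyte-like nuclei. The ratio was 1.46 in endothelial-like, 1.52 in fibroblast-like and 1.55 in adipocyte-like nuclei. Genes of de novo lipogenesis were lower for 11 of 15 (-0.21), with Scd1 at a ratio of 0.536 and Acly at 0.708, while Me1 (3.03), Scd2 (2.14), G6pdx (1.72) and Srebf1 (1.52) were higher. Immediate early and heat shock genes were higher for 10 of 16 (0.64), but Egr1 and Nr4a1 had ratios of 0.905 and 0.941. The 13 mitochondrial genome genes were all higher, with a median of 2.75. Interferon response and antigen presentation genes were lower for 14 of 20 (-0.68), with H2-K1, a class I antigen presentation gene, at 0.439, although the RNA of the whole list was 477 CPM at 2 months and 454 CPM at 12 months, a ratio of 0.952 (0.931 to 0.974).

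The other medians at 12 months were 0.54 for the brown adipocyte markers of the study, 0.49 for ferroptosis, 0.48 for the integrated stress and unfolded protein response, 0.40 for white adipocyte markers, 0.37 for extracellular matrix and 0.18 for syntaxin 4 and vesicle fusion. They were 0.09 for branched-chain amino acid breakdown, 0.02 for oxidative phosphorylation, 0.01 for fatty acid oxidation, -0.02 for senescence and p53 targets and -0.34 for apoptosis and necroptosis. The median over all measured genes was 0.08 at 12 months (17186 genes) and 0.05 at 24 months (16826 genes).

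As a description of these libraries, each list's median was placed among 10000 random lists of the same size and expression. At 24 months the percentile was 100 for thermogenesis, glycolysis and immediate early genes, 99.9 for triglyceride storage, 99.8 for lipogenesis and for brown adipocyte markers, 99.7 for ferroptosis, 99.5 for the stress response and 97.1 for white adipocyte markers. It was 0.655 for the mitochondrial genome, 1.48 for apoptosis and 6.02 for senescence. At 12 months it was 100 for the mitochondrial genome, 99.99 for thermogenesis, 99.97 for triglyceride storage, 8.26 for lipogenesis and 0.020 for interferon response.

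**Figure D3:**
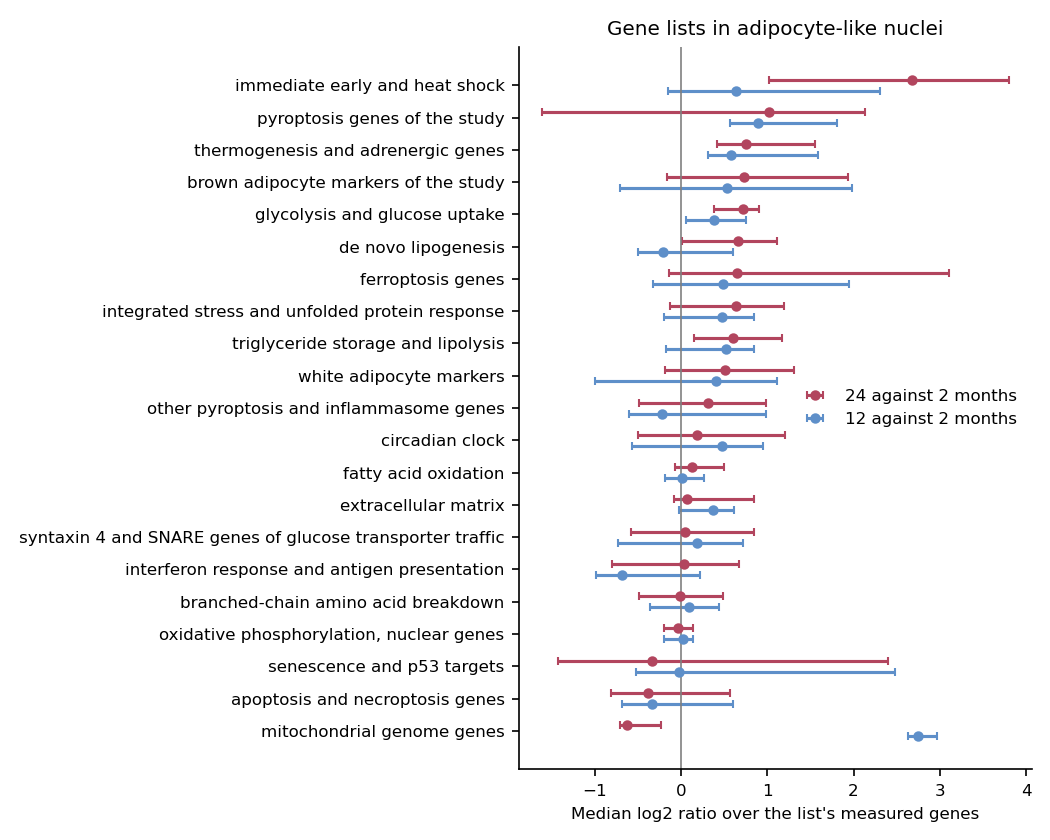
Median log2 ratio to 2 months over the measured genes of each list in adipocyte-like nuclei, at 24 and at 12 months, with bars giving an order-statistic 95% interval over the list's genes. Immediate early and heat shock genes stand highest at 24 months (2.68), and mitochondrial genome genes stand highest at 12 months (2.75) and lowest at 24 months (-0.62).

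The genes with the highest ratios of all were partly shared by the 2 older libraries. At 24 months the highest included Nup210, a nuclear pore gene (45.4-fold, 25.8 to 88.4), Ccbe1 (37.4-fold), Egr1, Pkia, an inhibitor of protein kinase A (33.2-fold), Wscd2 (28.6-fold), the nuclear receptor gene Rorb (21.6-fold), the ganglioside synthase gene St3gal5 (19.5-fold), the cadherin gene Cdh9 (18.4-fold) and the cytochrome P450 gene Cyp4b1 (16.7-fold). At 12 months they were Cyp4b1 (18.8-fold), the kinase gene Sgk2 (14.0-fold), Sh3rf3 (12.9-fold), St3gal5 (12.4-fold), Gk (12.2-fold), the ephrin receptor gene Ephb2 (11.1-fold), Rorb (10.6-fold), the calcium channel subunit gene Cacna2d3 (10.5-fold), Cdh9 (10.03-fold) and Rgl1 (9.39-fold). Rorb, St3gal5, Cdh9 and Cyp4b1 stood in both groups.

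Among the genes with the lowest ratios, Gulp1, an adaptor used in engulfing dead cells, came first at both ages. It was 383 CPM at 2 months, 9.77 CPM at 12 months (39.2-fold lower) and 7.64 CPM at 24 months (50.2-fold lower). At 24 months Npas2, a clock transcription factor, was 25.6-fold lower, Slc37a1 18.6-fold, Fhl3 17.6-fold, Clec18a 16.8-fold, the intermediate filament gene Synm 14.3-fold, the potassium channel gene Kcnd2 13.7-fold, Retreg1, a receptor for turnover of the endoplasmic reticulum, 12.2-fold, the cytokine signalling inhibitor gene Socs2 12.1-fold and Slc7a2 10.5-fold. At 12 months the others were Rnf144b (17.1-fold), the neurotrophic factor receptor gene Gfra1 (13.8-fold), Adamtsl3 (13.4-fold), Impdh1 of guanine nucleotide synthesis (12.97-fold), Fdft1, squalene synthase (9.41-fold), Strip2 (9.10-fold), Socs2 (7.81-fold), Fhl3 (7.77-fold) and Retreg1 (7.75-fold). Gulp1, Adamtsl3 and Kcnd2 were also among the leading genes of cluster 2, and Impdh1 and Fdft1 of clusters 4 and 6, which came mostly from the 2-month library.

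Fibroblast- and progenitor-like and endothelial-like nuclei were compared in the same way, on far fewer UMIs. In fibroblast-like nuclei at 24 months the highest ratios were those of the muscle gene Ttn, with 389 UMIs against 0 (at least 35.3-fold higher over the floor of 3 counts in the class), Olfm2 (20.4, 3.55 to 817), St3gal5 (17.9, 6.03 to 87.4), Ryr2 (16.9, 6.51 to 62.4) and Anks1b (14.6, 3.93 to 122). Ttn was seen in 0.627% of the nuclei of that cluster. The lowest were Kcnd2 (0.0199, 0.00394 to 0.0624), Grm7 (0.0302), Dach1 (0.0454), Pbld1 (0.0628) and Strip2 (0.0742). At 12 months the highest were Olfm2 (19.0, 3.30 to 764), Csmd1 (18.5, 7.84 to 57.4), Hdx (15.7), Ctns (15.4) and Gk (13.7, 9.96 to 19.3), and the lowest Grm7 (0.0336), the interferon-induced gene Ifi27l2a (0.0560), Rnf144b (0.0687), Dkk2 (0.0907) and Impdh1 (0.0967). In adipocyte-like nuclei St3gal5, Ryr2 and Gk had ratios of 19.5, 11.3 and 12.2, so fibroblast values of these genes stood beside similar ones in the most abundant class.

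In endothelial-like nuclei at 24 months the highest ratios were those of Eml1 (27.3, 9.01 to 136), Cdh9 (20.5, 3.26 to 852) and Il4ra, Kank4 and Sh3rf3 (19.4 each, 3.07 to 809). The lowest were Kcnd2 (0.0317, 0.00377 to 0.119), Lrrc69 (0.0385), Ppfia2 (0.0540) and Cp and Efemp1 (0.0568 each). At 12 months the highest were Rfx2 (22.3, 3.76 to 903), Xkr4 (18.1), Cd74 and Sgk2 (16.8 each) and Sh3rf3 (15.0), and the lowest Gfra1 (0.0317), Cstdc2 (0.0354), Arsi and Ranbp3l (0.0430 each) and Aspn (0.0463). In adipocyte-like nuclei Cdh9 (18.4), Sh3rf3 (14.2), Kcnd2 (0.0731) and Lrrc69 (0.0992) at 24 months and Sgk2 (14.0), Sh3rf3 (12.9) and Gfra1 (0.0726) at 12 months went the same way, so these endothelial values stood beside similar ones in the most abundant class. Each of the endothelial ratios rests on 1 to 3 UMIs in 1 of the 2 libraries.

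The Ucp1-low and Ucp1-high adipocytes were then compared within each library. At 2 months, the only library with more than 100 Ucp1-low nuclei, other brown adipocyte markers were lower in the Ucp1-low nuclei for Prdm16, a regulator of brown fat identity (ratio 0.635, 0.605 to 0.666), Dio2 (0.405, 0.308 to 0.525), Ppargc1b (0.789, 0.774 to 0.805), Cox7a1 (0.749) and Cidea (0.878). Cox8b was lower too (0.858, 0.801 to 0.918), and also at 12 months within counting error (0.843, 0.521 to 1.29). Ppargc1a (1.01), Mtus1 (0.995) and Ebf2 (0.990) were nearly level at 2 months. Prdm16 and Ppargc1b were lower in 3 of 3 libraries, and Cidea too, at 24 months within counting error (0.921, 0.830 to 1.02). At 24 months Cox8b (1.25, 1.02 to 1.53) and Ppargc1a (1.14, 1.05 to 1.25) were higher in Ucp1-low nuclei. Dio2 (1.04), Cox7a1 (1.18) and Mtus1 (1.13) were so within counting error. Ebf2 was lower in Ucp1-low nuclei at 24 months (0.755, 0.703 to 0.810). Ucp1 was 215 CPM in Ucp1-low nuclei against 533 in Ucp1-high nuclei at 2 months, 719 against 698 at 12 months and 1903 against 1733 at 24 months, so Ucp1 was lower in the class only in the 2-month library. The genes that define the Ucp1-low cluster, ranked over the 3 libraries together, included Synm, Fbxo31, Pik3ip1, Fdft1, Npas2, Myrip, Prr5l, Slc7a2 and Ccdc170. Their ratios were smaller within the 2-month library (Synm 1.94 against 5.34, Fdft1 1.52 against 4.30), which held 95.3% of the cluster.

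The study asked whether genes of pyroptosis, an inflammatory form of cell death run by inflammasomes and gasdermins, are higher in aged adipocytes. The genes were Casp1 (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265), Casp4 (ENSMUSG00000033538, chromosome 9, 5308828 to 5336783), Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840), Nlrp1b (ENSMUSG00000070390, chromosome 11, 71153102 to 71230733) and Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956). They were rare in adipocyte-like nuclei and far more frequent in macrophage-like ones. Their sum in adipocyte-like nuclei was 32, 91 and 61 UMIs at 2, 12 and 24 months, or 1.18, 2.21 and 1.97 CPM. The ratio to 2 months was 1.87 (1.24 to 2.89) at 12 months and 1.67 (1.07 to 2.65) at 24 months, and 1.01 and 3.70 under the filter of 200 to 2000 UMIs. In Ucp1-high nuclei alone, which held all of the older libraries' UMIs of these genes, it was 1.62 (1.05 to 2.57) and 1.46 (0.918 to 2.37). Macrophage-like nuclei had 105, 247 and 306 CPM and fibroblast- and progenitor-like nuclei 50.03, 43.9 and 52.4 CPM. The macrophage ratios to 2 months were 2.35 (1.28 to 4.79) and 2.90 (1.58 to 5.94), and in the same nuclei, only 30 of them at 2 months, macrophage markers had ratios of 1.35 and 2.10 and adipocyte markers of 0.676 and 0.777. Macrophage genes counted in adipocyte-like nuclei (Ptprc, Mrc1, Adgre1, F13a1 and Csf1r) had a ratio of 1.86 (1.47 to 2.35) at 24 months, while the fixed list of 15 macrophage markers, in which Rbpj and Mertk gave most of the RNA, had a ratio of 0.985 (0.936 to 1.04).

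In Ucp1-low nuclei the 5 genes gave 4 UMIs at 2 months and 0 at both 12 and 24 months, where the floor of 3 counts was 13.6 and 6.94 CPM. A higher level with age in this class was not detectable at this depth. In adipocyte-like nuclei Casp4, which senses bacterial lipopolysaccharide inside the cell, gave 16, 46 and 37 UMIs, with a ratio at 24 months of 2.03 (1.10 to 3.90). Il18, the cytokine released by pyroptosis, gave 3, 16 and 15 UMIs, with a ratio of 4.38 (1.24 to 23.6). Nlrp1b, an inflammasome sensor, gave 8, 18 and 3 UMIs (0.329, 0.0562 to 1.37), Casp1 4, 11 and 5 UMIs and Nlrp3 1, 0 and 1. Casp4 was seen in 0.171%, 0.430% and 0.520% of adipocyte-like nuclei. It was seen in 0 of 255, 0 of 253 and 0 of 194 pericyte- and smooth muscle-like nuclei, whose median depths were 2113, 2360 and 2083.5 UMIs. The upper limits there, 1.44%, 1.45% and 1.88%, lie above the adipocyte shares, so the classes cannot be told apart. Thinned to 500 UMIs the adipocyte shares of Casp4 were 0.0214%, 0.0678% and 0.0168%, too low to order. The sum of the 5 genes was 3.04, 2.56 and 4.35 CPM in pericyte- and smooth muscle-like nuclei. In endothelial-like nuclei it was 6.47, 4.86 and 10.5 CPM. These values rest on few UMIs but stood above those of adipocyte-like nuclei.

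Most pyroptosis RNA of the older libraries lay outside adipocytes. Of all UMIs of the 5 genes, adipocyte-like nuclei held 46.4%, 26.9% and 18.9% at 2, 12 and 24 months, and macrophage-like nuclei 15.9%, 49.7% and 46.6%. Nlrp1b gave 116 UMIs at 12 months and 85 at 24 months in macrophage-like nuclei. In the 24-month nuclei of the unnamed cluster 3 the 5 genes gave 17 UMIs, or 5.88 CPM (3.42 to 9.41). That compares with 1.97 CPM (1.51 to 2.54) in the 24-month adipocyte-like nuclei. Over the list, 4 of 4 measured genes were higher at 12 months and 2 of 3 at 24 months, with median log2 ratios of 0.89 and 1.02. The list was taken from the study of these samples, so this is not independent evidence of its direction, and its percentiles among random lists were 88.7 and 80.8. Of 13 other measured pyroptosis and inflammasome genes, 6 were higher at 12 months (median -0.22) and 7 at 24 months (median 0.31). Among them Pycard, the inflammasome adaptor ASC, was 1.98-fold higher at 24 months (1.51 to 2.62), while Gsdmd, the gasdermin that forms the pore, gave only 5, 9 and 4 UMIs.

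**Figure D4:**
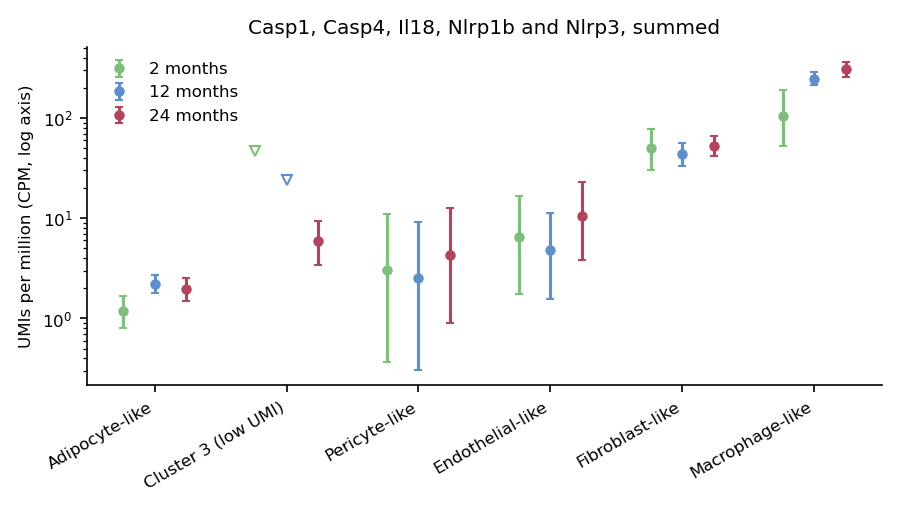
CPM (log axis) of Casp1, Casp4, Il18, Nlrp1b and Nlrp3 summed over the nuclei of each class at 2, 12 and 24 months, with exact 95% Poisson intervals as bars and an open triangle for the floor of 3 counts where no UMI was seen. Macrophage-like nuclei stood at 105, 247 and 306 CPM and adipocyte-like nuclei at 1.18, 2.21 and 1.97 CPM.

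The last comparison was of Stx4a (ENSMUSG00000030805, chromosome 7, 127824294 to 127849019), which encodes syntaxin 4, a membrane fusion protein of glucose transporter traffic. Stx4a was higher in adipocyte-like nuclei of the older libraries, at 29.2 CPM (27.2 to 31.3), 37.8 CPM (35.9 to 39.7) and 50.1 CPM (47.6 to 52.6). The ratio to 2 months was 1.29 (1.19 to 1.41) at 12 months and 1.71 (1.57 to 1.87) at 24 months. In UMIs per nucleus, which also follow depth, the means were 0.0848, 0.176 and 0.260. Ucp1-low nuclei had 29.9, 49.7 and 39.3 CPM against 29.0, 37.7 and 50.2 CPM in Ucp1-high nuclei, and the 1.03-fold difference at 2 months lay within counting error (0.875 to 1.21). The other named classes had 34.3, 45.6 and 58.6 CPM. Among the genes that work with syntaxin 4, Stxbp4 was 3.54-fold higher (3.16 to 3.98) and the insulin-responsive glucose transporter gene Slc2a4 1.71-fold higher (1.62 to 1.82) at 24 months, whereas Tbc1d4 had a ratio of 0.607 (0.596 to 0.618).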

Values the study reported

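The paper describes a projection of 27,678 sequenced nuclei and, with stromal cells, 30,000 nuclei in total. It gives the average level of Stx4a as 0.246 UMI counts in Ucp1-high and 0.073 in Ucp1-low adipocytes. Its methods describe tissue from 4 male mice for the nuclei and name Cell Ranger version 6.1.2. Under the label indeterminate, the paper sets apart a minor set of nuclei that resembled adipocytes and macrophages at once.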

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

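The test on the Ucp1 level of cluster 3 was chosen after the result was seen, and the test on Malat1 was set before it. Clusters 3, 12 and 13 each held over 0.0300% of a library and were left unnamed, so that no named class above counts them. Cluster 3 held 30.1% of the 24-month nuclei, against 0.210% and 0.270% at 2 and 12 months, and 98.4% of it came from the 24-month library. Cluster 12 held 1.01% of the 12-month nuclei and 96.2% of it came from that library, with the stress genes Gdf15, Hmox1 and Trib3 and the galectin gene Lgals3 among its leading genes. Cluster 13 held 0.530% of the 24-month nuclei, 0.310% at 12 and 0.140% at 2 months, and carried both B cell genes (Pax5, Bank1) and T cell genes (Themis, Skap1). A cluster mostly of 1 library may be that library, not a cell type. The differences between libraries were not tested.

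Cluster 3 had few Ucp1 and Stx4a UMIs per nucleus, 2.36 and 0.0615, against 9.002 and 0.260 in the 24-month adipocyte-like nuclei. As a share of UMIs, Ucp1 was 2454 CPM against 1735 CPM, a ratio of 1.41 (1.38 to 1.45). Stx4a, not among the leading genes of the cluster, was 63.9 against 50.1 CPM, a ratio of 1.28 (1.09 to 1.49). The median depths were 632 and 4290 UMIs, so neither gene was low for the UMIs of the cluster. Ucp1 was already known to be a leading gene of the cluster. Its ratio is therefore no test of fewer UMIs per barcode as the explanation, which stays open. Droplets of free RNA with no nucleus could give the same, and Malat1, a nuclear RNA, was used against this. Its ratio was 1.004 (0.999 to 1.01), which met the bound set beforehand for excluding free RNA, but that bound is not relied on and the test cannot tell: it took free RNA to lack Malat1, while free RNA of a nuclear preparation can come from broken nuclei. Markers of fibroblasts (3.33), macrophages (1.86), pericytes (1.39) and red blood cells (1.50) were higher in the cluster than in the adipocyte-like nuclei, those of endothelial cells (0.953) were not, and Neat1, another nuclear RNA, was lower (0.751), so free RNA is left open.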

How the results depend on the processing

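The removal of high doublet scores, the omission of cluster 6 and the addition of cluster 3 were chosen after the result was seen. No paired analysis was possible because each age has 1 library and the result comes from no test. Ucp1 in adipocyte-like nuclei stayed higher than at 2 months in the 12 settings for which its ratio was computed. It stood at 3.63 to 5.31 times at 24 months and 1.46 to 1.54 times at 12 months, and Stx4a at 1.65 to 2.16 and 1.23 to 1.64 times. The 5 pyroptosis genes stood at 1.60 to 3.70 and 1.01 to 1.99 times. No such ratio is given here for canonical correlation anchors or for resolutions of 0.1 and 0.6. Of 543 list medians under alternatives, 535 stayed within the main interval, 6 moved and 2 reversed. That interval is taken over a list's genes and can be wide, for senescence and p53 targets -1.42 to 2.39 at 24 months. A median could therefore shift and still count as within it. No cluster met the Ucp1-low rule at resolution 0.1 or 0.6, without integration, with list genes kept, or at the lower of the 2 other Ucp1 thresholds, so no share is given there. Depth limits the pyroptosis genes, at 32 UMIs in 9330 nuclei at 2 months.

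List medians that moved, as log2 ratios, were those of mitochondrial genome genes under the narrower filter (3.63 at 12 months), a minimum of 1000 UMIs (-0.78 at 24 months) and no integration (-0.83 at 24 months), and under the narrower filter those of oxidative phosphorylation (0.16 and 0.36 at 12 and 24 months) and extracellular matrix (1.31 at 24 months). The other values that moved outside the main interval follow, and the cause was not tested except where stated. The narrower filter gave Ucp1-low shares of 29.7%, 1.30% and 0.445% at 2, 12 and 24 months, adipocyte-like shares of 91.7%, 76.1% and 85.4%, and endothelial-like shares of 2.62%, 8.09% and 4.65%. It gave fibroblast shares of 1.68% and 5.53% and pericyte shares of 3.55% and 6.31% at 2 and 12 months, and macrophage shares of 3.12% and 3.13% at 12 and 24 months. The share with 0 Ucp1 UMIs was 81.7% at 2 and 31.1% at 24 months. Ratios to 2 months were 5.31 for Ucp1 at 24 months, 1.64 and 2.16 for Stx4a and 1.01 (0.172 to 4.19) and 3.70 (1.53 to 9.84) for the pyroptosis genes at 12 and 24 months. The median log2 ratio of mitochondrial genome genes at 24 months reversed to 1.64.

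A minimum of 1000 UMIs, which removes most of cluster 3 by construction, gave 28.5% Ucp1-low at 2 months, adipocyte-like shares of 89.6% and 87.5% at 12 and 24 months, macrophage shares of 0.450%, 2.03% and 2.51%, and fibroblast and pericyte shares of 4.95% and 2.68% at 24 months. Canonical correlation anchors gave Ucp1-low shares of 0.727% and 1.17% at 2 and 12 months, 39.97% with 0 Ucp1 UMIs at 24 months, adipocyte-like shares of 89.51% and 89.47% at 12 and 24 months and macrophage shares of 0.450%, 2.12% and 2.37%. Resolution 0.1 gave 89.48% adipocyte-like at 12 months and macrophage shares of 0.440%, 2.0002% and 2.32%. Resolution 0.6 gave 71.3% with 0 Ucp1 UMIs and 75.2% adipocyte-like at 12 months, and 57.5% adipocyte-like at 24 months. No integration gave adipocyte-like shares of 89.2% and 58.2% at 12 and 24 months and 2.11% macrophages at 24 months. List genes kept gave adipocyte-like shares of 92.8% and 89.4% at 2 and 12 months and macrophage shares of 2.02% and 2.34% at 12 and 24 months.

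Removal of high doublet scores gave Ucp1-low shares of 26.6% and 0.663% and macrophage shares of 0.478% and 2.0002% at 2 and 12 months, adipocyte-like shares of 90.1% and 56.4% and fibroblast shares of 2.55% and 3.26% at 12 and 24 months, and 46.6% with 0 Ucp1 UMIs at 24 months. The higher Ucp1 threshold gave Ucp1-low shares of 2.05% and 3.34% at 12 and 24 months. DESeq2 scaling gave Ucp1 ratios of 1.46 and 3.67 at 12 and 24 months, TMM 1.48 at 12 months, and cluster 6 left out 1.4585 and 3.63. With cluster 3 added the Ucp1 ratio at 24 months was 3.955. The mean of nuclei's own shares gave 3.70 for Ucp1 at 24 months and reversed the mitochondrial genome median at 24 months to 0.23. With no thinning 41.8%, 19.2% and 3.84% had 0 Ucp1 UMIs, and with thinning to 1000 UMIs 67.4%, 54.6% and 23.3%, since more UMIs drawn leave fewer zeros.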

Other observations

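The tests on free RNA for Ucp1 and all 3 tests on pyroptosis genes below were chosen after the result was seen, and the test on depth was set before it. Immediate early and heat shock RNA was higher at 24 than at 2 months in every class, not only in adipocytes. The sum over the list was 144, 214 and 733 CPM in adipocyte-like nuclei at 2, 12 and 24 months, 340, 404 and 1035 in endothelial-like, 218, 178 and 526 in fibroblast-like, 190, 199 and 519 in pericyte-like and 124, 304 and 538 in macrophage-like nuclei. Mitochondrial genome RNA was highest at 12 months in every class, at 235, 1626 and 163 CPM in adipocyte-like, 1222, 2796 and 876 in endothelial-like and 603, 1970 and 277 in macrophage-like nuclei. The Y-linked genes, chosen after their values were seen, were high in each library (Uty 11227, 17379 and 11442 UMIs), and Xist, made from the inactive X, gave 5, 6 and 4 UMIs.

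Ucp1 in adipocyte-like nuclei was higher at 24 than at 2 months. Free RNA could raise Ucp1 in every class, so the level of the other named classes was taken off. The remainder was 119 CPM at 2 and 656 CPM at 24 months, a ratio of 5.52 (4.43 to 7.26). The subtraction took adipocyte-like nuclei to hold the same share of free RNA as the other classes. Were their share larger, the remainder would still hold free RNA, so the test cannot tell. Ucp1 in the other named classes also had a ratio of 3.22 (2.95 to 3.52), and free RNA is left open. Among adipocyte-like nuclei of 2000 to 4000 UMIs, 4988 at 2 and 1989 at 24 months, Ucp1 was 442 and 1513 CPM. The ratio was 3.42 (3.31 to 3.54), so depth alone does not account for the difference. With 1 library per age, the animal, its handling or room temperature and the preparation remain possible, and none was tested.

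The 5 pyroptosis genes were also higher in adipocyte-like nuclei at 24 than at 2 months, with a ratio of 1.67 on 61 and 32 UMIs (1.46, 0.918 to 2.37, in Ucp1-high nuclei alone). The first test asked whether Ptprc, Mrc1, Adgre1, F13a1 and Csf1r were higher in these nuclei by as much, and their ratio was 1.86 (1.47 to 2.35), high enough for RNA of macrophages, but the fixed list of 15 macrophage markers had a ratio of 0.985 (0.936 to 1.04), with 53.3 of its 101 CPM at 2 months from Rbpj. A second test, added after that result, compared the share of Nlrp1b among the 5 genes, which was 4.92% (1.03 to 13.7) against 56.7% (48.3 to 64.7) in macrophage-like nuclei, too low for macrophage RNA as the whole cause. These values point different ways, so whether a part comes from macrophages is left open. Fibroblast genes had a ratio of 0.767 (0.657 to 0.895), against more RNA of fibroblasts as the cause of the higher level. The mix of the 5 genes was nonetheless close to that of fibroblast-like nuclei at 24 months. Casp4, Il18 and Nlrp1b gave 46, 26 and 3 of 77 UMIs there, against 37, 15 and 3 of 61 in adipocyte-like nuclei. Whether a part of the level comes from fibroblasts is therefore left open. With the 8% highest doublet scores removed the ratio of the 5 genes was 1.655 (1.05 to 2.66), although the doublet caller itself had not worked.

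In UMIs per nucleus, Stx4a was 0.0615 in cluster 3 and 0.260 in the 24-month adipocyte-like nuclei, while in CPM it was 63.9 (55.1 to 73.8) and 50.1. The filter of 200 to 2000 UMIs and 100 to 3000 genes left 8716 nuclei. That is lower than the number of nuclei quoted from the study above.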
